A study of Oryza sativa Japonica Group with 17 samples. Its data were reported in "The roles of DNA methylation on pH dependent i-motif (iM) formation in rice" (2024).

How the data were processed

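iM-IP-seq was used to map i-motifs (iMs), folded structures formed by C-rich DNA strands, in rice genomic DNA refolded in vitro. The DNA was immunoprecipitated (IP) with iMab, an antibody fragment that recognises iMs. CK was genomic DNA with unaltered methylation. Hypermethylated DNA had been treated with M.CviPI, an enzyme that methylates C in a GpC context. Demethylated DNA came from seedlings given 80 µM zebularine, an inhibitor of DNA methyltransferases. The series held 17 libraries, of which 10 were iMab IPs, 5 were IgG controls and 2 were inputs. CK and both treatments were assayed at pH 7.0, and both treatments also at pH 5.5. CK at pH 5.5 and an input library of CK were not analysed here.

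The authors aligned the reads to the MSU v7.0 rice genome, merged the 2 IP libraries of a condition and called peaks with MACS2 in paired-end mode at a q-value threshold of 0.05, against input and against IgG. The deposited data were 10 peak lists, with 2 lists for each of the 5 conditions. Each deposited peak carried a position, a summit, a fold enrichment (the ratio of IP pileup to the local control level), and the −log10 p-value and −log10 q-value given by the authors' peak caller. These scores belong to the authors and were used here to describe, rank or filter peaks and to recover coverage. Since the replicates were merged before peak calling, no replicate error could be calculated. The descriptions of the demethylated pH 7.0 IP libraries name a hypermethylated pH 7.0 list. The demethylated list was assigned by its own name and by the label of the demethylated input, and the assignment was checked on summit positions.

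Read depth was not given with the lists. MACS2 computes the fold from the pileup and the local control level (lambda), and the p-value from a Poisson distribution of the same values. Both were solved for the whole number of reads at each summit, for lambda and for the factor by which the IP had been scaled down to a smaller control. Peaks with a −log10 p-value above 250 were not solved. Among the peaks tried, at least 99.9% had a solution in each list. The lowest lambda of a list is the mean coverage of the IP library after any scaling, here called background coverage. On simulated lists of 5000 summits with a scale of 0.49, the simulated read number was recovered at 99.4% of summits. Overlaps were checked against bedtools 2.31.1 on 12000 simulated intervals, and both gave 581 shared intervals. In 1000 simulations without a difference, 5.1% of sign-flip tests had a p-value under 0.05.

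The main peak set of a condition was its input-called peaks that overlapped an IgG-called peak by at least 1 bp, here called common peaks. In each of 6 comparisons, a peak was shared when it overlapped a peak of the other set by at least 1 bp, and specific otherwise. Sharing was compared with 100 random placements of the peaks on the same chromosome (one-sided permutation test, smallest p-value 0.0099). Chromosome length was taken as the largest peak end in any list, and assembly gaps were not excluded because no genome sequence was used here. The log2 ratio of specific peaks and the difference of their median widths were calculated for each of the 12 chromosomes and tested with an exact two-sided sign-flip permutation test over 4096 sign patterns (smallest p-value 0.000488), adjusted by Benjamini-Hochberg over the 6 comparisons. The difference of the pH effects between treatments was tested in the same way over 3 measures. Widths, and log2 ratios under the alternatives, are given for all chromosomes together. Their p-values test the mean of the values per chromosome, which can differ slightly from the value given. Differences of pH effects are means over chromosomes. Chromosomes are not biological replicates, so these tests compare merged libraries and not conditions. Confidence intervals of shares are 95% Wilson intervals. They cover counting error only.

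The peaks named in the text are, for each comparison and each side, the specific peak with the highest −log10 q-value against input, with ties resolved by fold and then position. This rule, the tests and the first group of alternatives (all input-called peaks, all IgG-called peaks, a −log10 q-value of at least 5, an overlap of at least 50% of the shorter peak, the top 20000 peaks of each set, and mean in place of median width) were fixed before the data were examined. A fold of at least 4, thinning of summit reads to one coverage, peaks at background lambda, a local shift of up to 500 kb and widths divided by the smallest width of a list were added after the data were seen. In thinning, each read of a summit was kept at random, and a peak stayed when it still passed the lowest −log10 p-value of the list with the target coverage. The width of a thinned peak was not changed. GC content, GpC and CpG ratios, i-motif forming sequences and the genic share of peaks had been planned and were not analysed here, since they need the sequence and annotation of MSU v7.0. The genes at named peaks were not analysed for the same reason. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.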

Results

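To compare iM formation between pH and DNA methylation states, the iM peaks of CK, hypermethylated and demethylated rice DNA were examined in 5 conditions, each with 2 merged iMab IP libraries and 1 IgG library. There were no values per replicate, so each number below describes a merged library. The CK pH 7.0 IP gave 57676 peaks against input and 94627 peaks against IgG. Hypermethylated DNA gave 71294 and 71568 peaks at pH 7.0, and 92099 and 90964 peaks at pH 5.5, against input and IgG, respectively. Demethylated DNA gave 80740 and 79889 peaks at pH 7.0, and 121946 and 80882 peaks at pH 5.5.

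The coverage behind the lists differed. The background coverage of the IP was 11.4 fragments in both hypermethylated pH 7.0 lists, 14.4 in both demethylated pH 7.0 lists and 9.35 in both hypermethylated pH 5.5 lists. In CK the IP had been scaled in both lists, to 0.910 of its reads in the IgG-called list and to 0.489 in the input-called list. The coverage after scaling was 11.2 and 6.005, respectively, compared with 12.3 for the full library. In demethylated DNA at pH 5.5 it was 7.99 in the input-called list and 4.78 in the IgG-called list, with a scale of 0.598.

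Common peaks numbered 55062 in CK at pH 7.0, 67787 in hypermethylated DNA at pH 7.0, 73109 in demethylated DNA at pH 7.0, 82718 in hypermethylated DNA at pH 5.5 and 75913 in demethylated DNA at pH 5.5. The setting that moved these numbers most was the restriction to input-called peaks at background lambda, which left 7813 peaks in CK. In CK, 95.5% (95% Wilson interval 95.3 to 95.6) of input-called peaks were common, whereas 56.6% (56.3 to 56.9) of IgG-called peaks overlapped an input-called peak. In demethylated DNA at pH 5.5, 62.3% (62.0 to 62.5) of input-called peaks were common, whereas 99.5% (99.4 to 99.5) of IgG-called peaks overlapped an input-called peak. In the other 3 conditions, between 89.8% and 95.1% of input-called peaks were common.

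**Figure D1:**
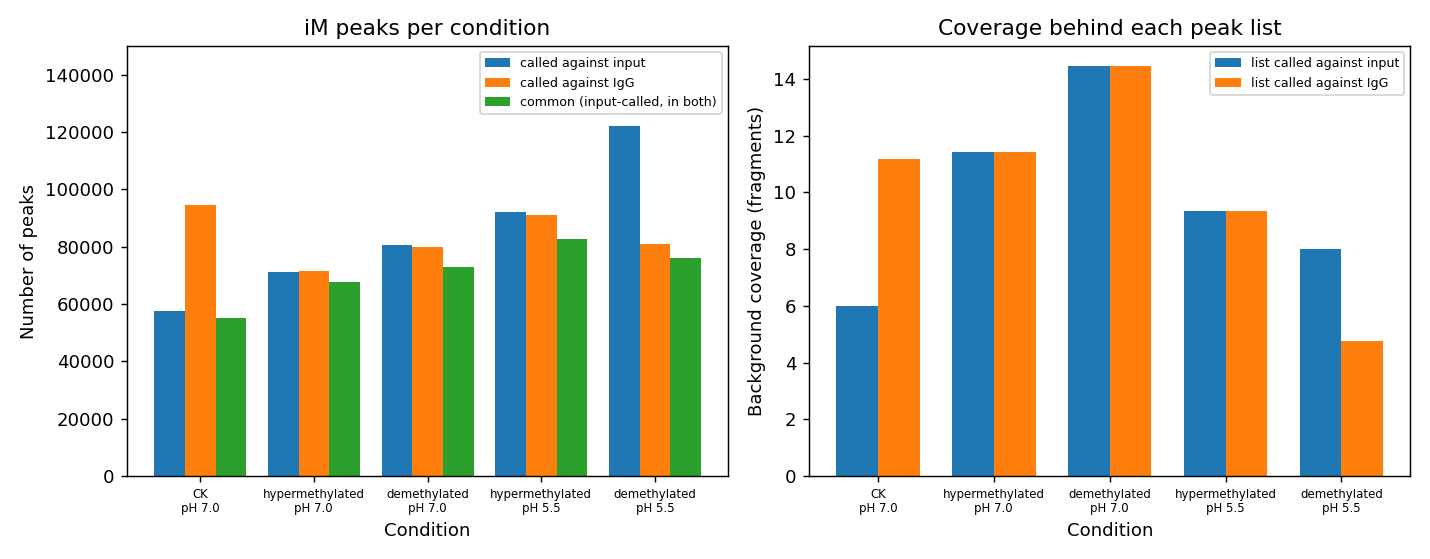
Number of iM peaks (left) and background coverage in fragments (right) for each of the 5 conditions, with bars for the input-called list, the IgG-called list and, on the left, common peaks. The input-called and IgG-called bars differ most in CK at pH 7.0 (57676 and 94627) and in demethylated DNA at pH 5.5 (121946 and 80882), where their coverage also differs.

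When the common peaks of all conditions were joined, they formed 113086 regions. Of these, 30100 regions (26.6%) had a peak in all 5 conditions and 34556 regions (30.6%) had a peak in 1 condition. Regions found in 1 condition were most frequent for demethylated DNA at pH 5.5, with 15584 regions, and least frequent for CK at pH 7.0, with 915 regions. The CK number depends on the peak set. In CK, 41081 IgG-called peaks overlapped no input-called peak and were left out, compared with 407 in demethylated DNA at pH 5.5. With all IgG-called peaks, CK had 27993 specific peaks against 9750 in hypermethylated DNA, and 24275 against 13346 in demethylated DNA at pH 7.0. Regions were formed from common peaks only.

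To examine the effect of pH in hypermethylated DNA, common peaks at pH 5.5 and pH 7.0 were compared. Of the pH 5.5 peaks, 71.6% (71.3 to 71.9) were shared with pH 7.0, compared with a mean of 17.6% for randomly placed peaks, an enrichment of 4.07 (one-sided permutation p = 0.0099, the smallest possible). There were 23456 peaks specific to pH 5.5 and 13980 specific to pH 7.0. The log2 ratio per chromosome was 0.75 ± 0.09 (SD, n = 12 chromosomes), above 0 on 12 of 12 chromosomes (exact sign-flip permutation test, adjusted p = 0.000732). With the top 20000 peaks of each set the log2 ratio was -0.080 (sign-flip permutation, adjusted p = 0.262), and with a fold of at least 4 it was 0.047 (adjusted p = 0.277). Equal set sizes hold the first of these near 0. With peaks at background lambda it was 0.055 (adjusted p = 0.0283, sign-flip permutation). The ratio was kept at one coverage, at 0.747 with all 10 lists thinned (adjusted p = 0.000732, sign-flip permutation). With IgG-called lists thinned it was 0.869 (adjusted p = 0.000977, sign-flip permutation). All input-called peaks gave 1.11, all IgG-called peaks gave 0.89 and a −log10 q-value of at least 5 gave 0.50. Specific peaks had a median width of 210 bp at pH 5.5 and 310 bp at pH 7.0 (adjusted p = 0.000732, exact sign-flip permutation test, narrower at pH 5.5 on 12 of 12 chromosomes).

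In demethylated DNA, 64.4% (64.1 to 64.7) of the pH 5.5 peaks were shared with pH 7.0, an enrichment of 3.38 over random placement (permutation p = 0.0099). There were 27020 peaks specific to pH 5.5 and 27110 specific to pH 7.0. The log2 ratio per chromosome was -0.04 ± 0.29 (SD, n = 12 chromosomes) and did not differ from 0 (exact sign-flip permutation test, adjusted p = 0.625). This result depended on the peak set, since all input-called peaks gave a log2 ratio of 1.502 and all IgG-called peaks gave -0.19. The absence of a difference was also not kept at one coverage. The log2 ratio was 0.73 with all 10 lists thinned (adjusted p = 0.000732, sign-flip permutation). With IgG-called lists thinned it was 0.37 (adjusted p = 0.00146, sign-flip permutation). Specific peaks were 252 bp wide at pH 5.5 and 351 bp wide at pH 7.0 (exact sign-flip permutation test, adjusted p = 0.000732). When widths were divided by the smallest width of each list, the direction was opposite, with a difference of 0.379.

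The pH effect on the ratio of specific peaks was larger in hypermethylated than in demethylated DNA by 0.79 ± 0.33 on the log2 scale (SD, n = 12 chromosomes), with the same sign on 12 of 12 chromosomes (exact sign-flip permutation test, adjusted p = 0.000732). This difference was 0.051 (adjusted p = 0.803, sign-flip permutation) when all 10 lists were thinned to one coverage, 0.53 (adjusted p = 0.00146, sign-flip permutation) with IgG-called lists thinned to one coverage, and -0.37 with all input-called peaks. For common peaks, no difference in the pH effect on peak width was detected between treatments (0.17 bp, adjusted p = 0.966, exact sign-flip permutation test). This depended on the setting, since the difference was 52 bp with all IgG-called peaks, 30.04 bp with all input-called peaks and -49.1 bp with the top 20000 peaks.

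To examine the effect of hypermethylation at pH 7.0, hypermethylated DNA was compared with CK. Of the hypermethylated peaks, 63.7% (63.4 to 64.1) were shared with CK, and 86.4% (86.2 to 86.7) of CK peaks were shared with hypermethylated DNA. The enrichment over random placement was 4.76 (permutation p = 0.0099). There were 24574 peaks specific to hypermethylated DNA and 7465 specific to CK, with a log2 ratio per chromosome of 1.72 ± 0.10 (SD, n = 12 chromosomes, exact sign-flip permutation test, adjusted p = 0.000732), above 0 on 12 of 12 chromosomes. With all 10 lists thinned to one coverage the log2 ratio was 1.39 (adjusted p = 0.000732, sign-flip permutation). With IgG-called peaks the direction was opposite, with a log2 ratio of -1.52 (adjusted p = 0.000586, sign-flip permutation). For these peaks the order of the shares was also opposite, with 86.4% of hypermethylated and 70.4% of CK peaks shared. Specific peaks were 339 bp wide in hypermethylated DNA and 202 bp wide in CK.

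A similar comparison was made for demethylation at pH 7.0. Of the demethylated peaks, 61.4% (61.1 to 61.8) were shared with CK, and 89.4% (89.2 to 89.7) of CK peaks were shared with demethylated DNA. The enrichment was 4.63 (permutation p = 0.0099). There were 28207 peaks specific to demethylated DNA and 5812 specific to CK, with a log2 ratio per chromosome of 2.29 ± 0.11 (SD, n = 12 chromosomes, exact sign-flip permutation test, adjusted p = 0.000732). With all 10 lists thinned to one coverage the log2 ratio was lower, at 1.21 (adjusted p = 0.000732, sign-flip permutation), and was then below that of hypermethylated DNA. With IgG-called peaks this direction was also opposite, with a log2 ratio of -0.86 (adjusted p = 0.000586, sign-flip permutation). For these peaks the order of the shares was opposite as well, with 83.3% of demethylated and 74.3% of CK peaks shared. Specific peaks were 330 bp wide in demethylated DNA and 199 bp wide in CK.

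**Figure D2:**
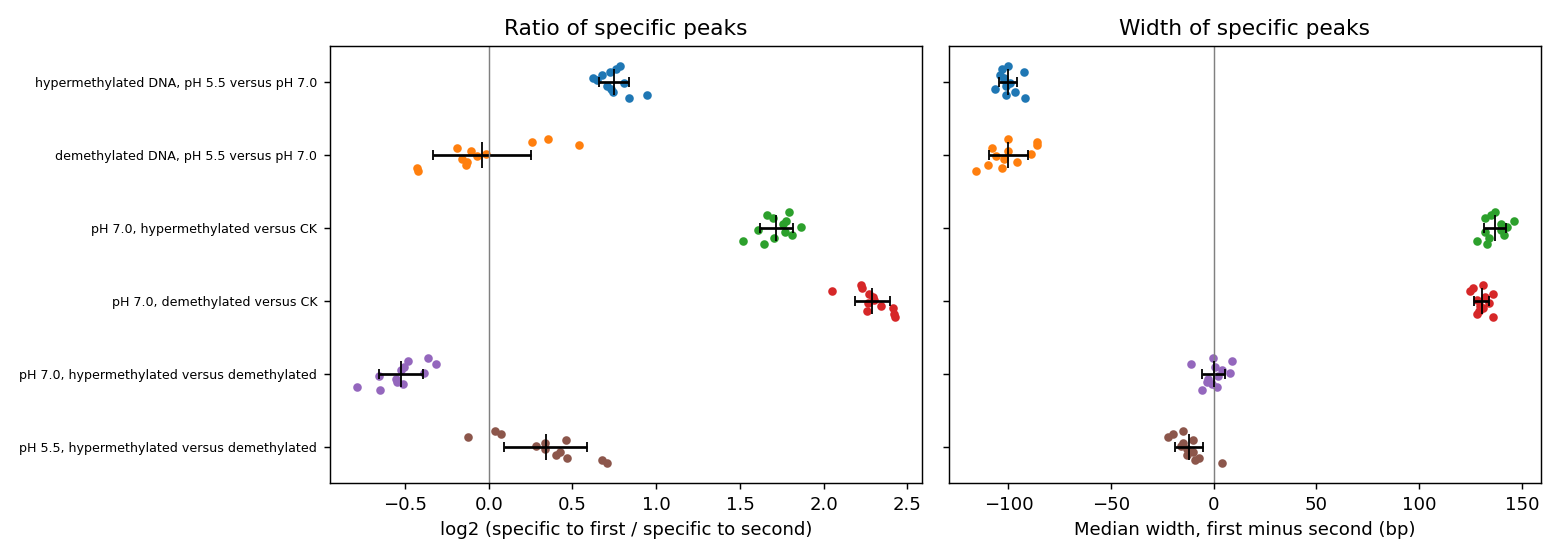
Log2 ratio of specific peaks (left) and difference of their median width in bp (right) for the 6 comparisons, with 1 point per chromosome and the mean ± SD of the 12 chromosomes in black. The ratio against CK lies above 0 on 12 of 12 chromosomes for common peaks, and the comparison of demethylated DNA between pH 5.5 and pH 7.0 has chromosomes on both sides of 0.

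The treatments were also compared with each other. At pH 7.0, 82.2% (81.9 to 82.5) of hypermethylated peaks were shared with demethylated DNA, an enrichment of 3.77 (permutation p = 0.0099). There were 12045 peaks specific to hypermethylated DNA and 17147 specific to demethylated DNA, with a log2 ratio per chromosome of -0.52 ± 0.13 (SD, n = 12 chromosomes, exact sign-flip permutation test, adjusted p = 0.000732). The log2 ratio was 1.93 with a fold of at least 4 and 0.24 with all lists thinned to one coverage, both opposite in direction. Specific peaks were 288 bp wide on both sides for common peaks, whereas the difference was 45 bp with the top 20000 peaks. At pH 5.5, 59.0% (58.7 to 59.3) of hypermethylated peaks were shared with demethylated DNA, an enrichment of 3.69 (permutation p = 0.0099). There were 33926 peaks specific to hypermethylated DNA and 27420 specific to demethylated DNA, with a log2 ratio per chromosome of 0.34 ± 0.25 (SD, n = 12 chromosomes, exact sign-flip permutation test, adjusted p = 0.00293). All input-called peaks gave the opposite direction, with a log2 ratio of -1.05. With all lists thinned to one coverage no difference was detected (0.0055, mean per chromosome 0.038, adjusted p = 0.578, sign-flip permutation). With IgG-called lists thinned to one coverage the ratio was 0.23 (adjusted p = 0.0041, sign-flip permutation). Specific peaks were 249 bp wide in hypermethylated and 262 bp wide in demethylated DNA (exact sign-flip permutation test, adjusted p = 0.00117), and the difference was 47 bp in the opposite direction with all IgG-called peaks.

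**Figure D3:**
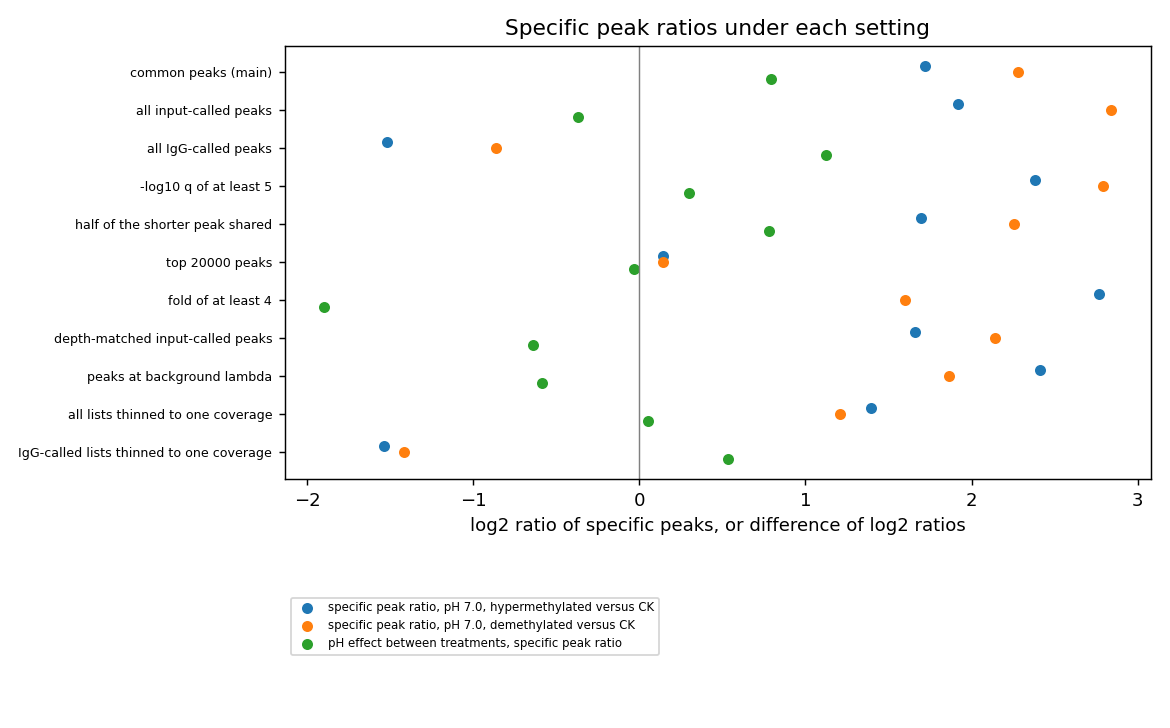
Log2 ratio of specific peaks against CK at pH 7.0 for each treatment, and the difference of the pH effects between treatments, under each setting, with 1 point per setting. The ratios against CK are above 0 for common peaks (1.72 and 2.28) and below 0 for all IgG-called peaks (-1.52 and -0.86).

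Peaks with a high fold were more often shared. In hypermethylated DNA at pH 5.5, 98.1% of the peaks in the top 10% by fold were shared with pH 7.0, compared with 40.9% of those in the bottom 10%. In CK at pH 7.0, the corresponding shares with hypermethylated DNA were 96.5% and 86.4%.

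The specific peaks with the highest −log10 q-value were located on the MSU v7.0 genome, and the fold and q-values are those of the authors. Several paired a low fold with a very high −log10 q-value. The peaks below with a fold of 2.78, 4.18 and 7.29 had −log10 q-values of 735, 1034 and 5209. Both scores come from the same pileup and lambda, so such pairs require a lambda far above background. The control level was therefore also high at these peaks, and the cause was not tested. In 3 comparisons the top peak specific to hypermethylated DNA at pH 7.0 was the same, on chromosome 2 from 28719468 to 28721391, with a fold of 1417. It had no common peak in the other conditions. The top peak specific to CK against hypermethylated DNA was on chromosome 2 from 18069603 to 18069807, with a fold of 27.7, but the input-called list of hypermethylated DNA also had a peak there. The top peak specific to CK against demethylated DNA was on chromosome 4 from 9124831 to 9125891, with a fold of 6.47, and the IgG-called list of demethylated DNA had a peak there. The top peak specific to demethylated DNA at pH 5.5 against hypermethylated DNA was on chromosome 12 from 20472241 to 20472397, with a fold of 4.75, and was common in that condition only. The top peak specific to hypermethylated DNA at pH 5.5 against demethylated DNA was on chromosome 5 from 12887955 to 12888776, with a fold of 7.29. The top peaks specific to demethylated DNA at pH 7.0 were on chromosome 11 from 12278601 to 12279081 against CK, with a fold of 2.78, and on chromosome 1 from 39121298 to 39121635 against hypermethylated DNA, with a fold of 3.35. Neither had a peak in the input-called or IgG-called list of the condition it was compared with. Between pH, the top peaks specific to pH 5.5 were on chromosome 4 from 9185355 to 9185648 in hypermethylated DNA, with a fold of 4.18, and on chromosome 1 from 33533907 to 33534093 in demethylated DNA, with a fold of 9.26, and both had an input-called peak at pH 7.0. The top peak specific to demethylated DNA at pH 7.0 against pH 5.5 lay close to the start of chromosome 10, from 1007 to 1525, with a fold of 37.6, and also had an input-called peak at pH 5.5.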

Values the study reported

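For CK DNA at pH 7.0, the study reported 57676 peaks against input and 94627 peaks against IgG.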

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

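The first test below was chosen before its value was seen, and the thinning of all lists and of the IgG-called lists was chosen after the pattern was seen. The pH 5.5 to pH 7.0 effect differed between the treatments by the test of the difference itself. For the log2 ratio of specific peaks the difference was 0.79, and for the log2 ratio of peak numbers it was 0.24, both larger in hypermethylated DNA.

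The first test of depth thinned the input-called lists to one coverage and gave -0.64. It decides nothing, because all input-called peaks gave -0.37 without any thinning, so the sign had changed with the peak set before thinning. The change of peak set also changed the coverage. The demethylated pH 5.5 lists were at 7.99 (input-called) and 4.78 (IgG-called), so this test did not separate the effects of peak set and coverage. The second test thinned all 10 lists to the coverage of the demethylated pH 5.5 IgG-called list before common peaks were formed. The difference was then 0.051 (adjusted p = 0.803, sign-flip permutation test), with a range of adjusted p from 0.000488 to 0.803 over all alternatives. For common peaks, this is consistent with a difference in library size as the source of the pattern. It did not hold for the IgG-called lists, where the difference was 1.12 before thinning and 0.53 at one coverage (11 of 12 chromosomes, adjusted p = 0.00146, sign-flip permutation test). This argues against IP coverage as the whole source there. Thinning did not model the control libraries, so it cannot exclude their size as a source. At one coverage the difference thus still depended on the peak set. An effect of the treatment on pH dependence was not excluded, and since there is 1 merged library per condition, it stays untested.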

How the results depend on the processing

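No paired analysis was possible because the deposited peaks were called on merged replicates, and no replicate could be left out. Placement matched on GC content and the alternatives for sequence composition and genic share were not run, since no sequence of the genome build was used here. Of 274 alternative values for 26 results, 199 kept their direction and their side of the threshold, or for counts stayed within 1.5 times. Another 41 reversed, 6 became weaker, 15 became stronger and 13 counts moved. Shares of shared peaks were counted apart from these. Of 120 alternative shares, 113 lay outside the 95% interval of the main value. The enrichment of shared peaks over random placement kept its call in all 6 comparisons under all alternatives run, from 3.06 to 9.48. These enrichments are part of the 199. All had the smallest possible p-value of the permutation test, so they do not measure the stability of the other results. Unless stated otherwise the cause of a change was not tested. Several reversals concern results whose main value was close to 0.

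With all IgG-called peaks, CK had 94627 peaks, the log2 ratios of specific peaks against CK were -1.52 (hypermethylated) and -0.86 (demethylated), that of demethylated DNA between pH was -0.19, the width difference between treatments at pH 5.5 was 47 bp and the pH effect on width differed by 52 bp. With all input-called peaks, demethylated DNA at pH 5.5 had 121946 peaks, its log2 ratio between pH was 1.502, the ratio between treatments at pH 5.5 was -1.05, the width differences between treatments were -6 bp (pH 7.0) and 22 bp (pH 5.5), and the differences of pH effects were -0.37 (specific ratio), -0.22 (peak number) and 30.04 bp (width).

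With a −log10 q-value of at least 5, the log2 ratio of demethylated DNA between pH was 0.24, that between treatments at pH 5.5 was 0.0056 and the pH effects on width differed by -3.5 bp. With an overlap of 50% of the shorter peak, the first was 0.0079 and the last -1.92 bp. The mean per chromosome of the first was -0.027, with the sign of the main value. With the top 20000 peaks, the log2 ratios were -0.080 (hypermethylated, between pH), 0.028 (treatments, pH 7.0) and 0.0015 (treatments, pH 5.5), the width differences between treatments were 45 bp and -28 bp, and the pH effects differed by -0.031 (specific ratio) and -49.1 bp (width). Equal numbers hold these ratios near 0 by construction. With mean widths, the treatments differed by 9.79 bp at pH 7.0 and 1.55 bp at pH 5.5, and the pH effects by 23.04 bp.

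The following alternatives were chosen after seeing the data. With a fold of at least 4, the peak numbers were 20224 (CK), 41974 and 31184 (hypermethylated and demethylated, pH 7.0) and 44350 (hypermethylated, pH 5.5). The log2 ratios were 0.047 (hypermethylated, between pH), 1.96 (demethylated, between pH), 1.93 (treatments, pH 7.0) and -0.80 (treatments, pH 5.5), the width difference between treatments at pH 7.0 was 24 bp, and the pH effects differed by -1.90 (specific ratio), -0.77 (peak number) and 29.96 bp (width). With input-called peaks thinned to the CK coverage, demethylated DNA at pH 5.5 had 118566 peaks, the log2 ratios were 1.78 (demethylated, between pH) and -1.08 (treatments, pH 5.5), the width difference at pH 5.5 was 21 bp, and the pH effects differed by -0.64, -0.31 and 29.92 bp. With peaks at background lambda, the peak numbers were 7813 (CK), 26152 and 20741 (hypermethylated and demethylated, pH 7.0), and 28411 and 26668 (the same treatments, pH 5.5). The log2 ratios were 0.055 (hypermethylated, between pH, closer to 0 with its call kept), 0.65 (demethylated, between pH) and 0.58 (treatments, pH 7.0), the widths of the treatments differed by 85 bp (pH 7.0) and 46 bp (pH 5.5), and the pH effects by -0.58 (specific ratio) and -0.24 (peak number). This set drops peaks that the other list holds above background, which limits what its ratios show.

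With all lists thinned to one coverage, the log2 ratios against CK fell to 1.39 (hypermethylated) and 1.21 (demethylated) with their calls kept. The ratio of hypermethylated DNA between pH was 0.747, also with its call kept. The others were 0.73 (demethylated, between pH), 0.24 (treatments, pH 7.0) and 0.0055 (treatments, pH 5.5). The width difference between treatments at pH 7.0 was 21 bp, and the pH effects differed by 0.051 (specific ratio) and -0.036 (peak number). With IgG-called lists thinned to one coverage, CK had 89440 peaks, the width differences between treatments were 16 bp (pH 7.0) and 49 bp (pH 5.5), the pH effects on width differed by 52.4 bp, and the log2 ratios were 0.37 (demethylated, between pH), -1.54 (hypermethylated against CK) and -1.42 (demethylated against CK). Widths divided by the smallest width gave differences of 0.379 (demethylated, between pH) and 0.049 (treatments, pH 7.0), and a difference of pH effects of -0.557.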

Other observations

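The tests of peak numbers were chosen before their values were seen, and the tests of IgG-called ratios, widths and list assignment were chosen only after the patterns were seen. At pH 7.0, the direction of the comparison with CK depended on the control. Common peaks gave more specific peaks in both treatments, and IgG-called peaks gave more in CK. The CK list had 94627 peaks against IgG and 57676 against input. Thinning the CK IgG-called list to the coverage of the input-called list left 91630 peaks (mean of 20 draws), 1.59 times the input-called number, which argues against coverage as the whole source of the gap. With IgG-called lists at one coverage, the log2 ratios against CK were -1.54 for hypermethylated and -1.42 for demethylated DNA, compared with -1.52 and -0.86 before thinning. Matching the coverage thus moved the demethylated ratio further from 0, which argues against IP coverage as the source of this reversal. In CK, 13.6% of input-called and 42.2% of IgG-called peaks were at background lambda. The local control level was thus above background at more of the input-called peaks. The 2 lists hold different peaks and were scaled differently. A difference between the control libraries as the source was not tested, because an input library of CK was not analysed here. Thus the data do not settle whether altered methylation gave more or fewer iM peaks than CK.

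Hypermethylated and demethylated DNA still had 68535 and 73338 input-called peaks when thinned to the coverage of the CK list, more than the 57676 of CK. Lower coverage of the CK list therefore did not account for the whole difference. For demethylated DNA at pH 5.5, thinning the input-called list to the coverage of the IgG-called list left 114923 peaks, 1.42 times the 80882 IgG-called peaks, so coverage left part of that gap unexplained as well. Thinning acted on peaks already called and did not model the control libraries.

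Specific peaks were narrower at pH 5.5 in both treatments. The smallest width of a list is set by the mean fragment length, which was 199 bp and 153 bp in hypermethylated DNA and 206 bp and 121 bp in demethylated DNA at pH 7.0 and pH 5.5, respectively. Divided by it, the width difference was -0.185 in hypermethylated DNA, which argues against fragment length as the whole source there. It was 0.379 in demethylated DNA, so fragment length could be the source of its narrower common peaks at pH 5.5. Scaled widths were tested for common peaks only. In demethylated DNA the unscaled difference was -99 bp for common peaks and -148 bp for all IgG-called peaks. For all IgG-called peaks, specific widths were 182 bp at pH 5.5 and 330 bp at pH 7.0. Relative to the smallest widths of these lists, 121 bp and 206 bp, they stayed narrower at pH 5.5. For all input-called peaks (195 bp and 310 bp) the scaled direction was opposite. The scaled direction in demethylated DNA thus depended on the peak set. No biological explanation was tested.

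The assignment of the demethylated pH 7.0 input-called list was tested on summit positions, since descriptions named another list. Of its summits, 47.8% lay at the same position as a summit of the demethylated pH 7.0 IgG-called list and 1.72% at that of a hypermethylated pH 7.0 IgG-called summit, which argues against a mislabelled list.

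The highest fold values in any list belonged to neighbouring peaks of hypermethylated DNA at pH 7.0, chosen after their values were seen. On chromosome 2, the peak from 28719468 to 28721391 had a fold of 1417 against input and 1811 against IgG, and the peak from 28716292 to 28717023 had a fold of 343 and 245. The highest fold in the other 4 conditions was 110.1. At these positions, demethylated DNA at pH 5.5 had input-called peaks with a fold of 4.65 and 2.34, and the other lists had none. No explanation was tested.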
